A study of Mus musculus with 10 samples. Its data were reported in "Postnatal expansion of mesenteric lymph node stromal cells towards reticular and CD34+ stromal cell subsets" (2022).

How the data were processed

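Whole-genome bisulfite sequencing was performed on non-endothelial stromal cells sorted from mouse lymph nodes. Bisulfite converts unmethylated cytosine to uracil and leaves methylated cytosine unchanged, so the share of reads that keep a cytosine at a CpG is the methylation level of that CpG. The 10 libraries formed 4 groups by lymph node and housing: 3 of mesenteric lymph nodes (mLN) from specific pathogen-free (SPF) mice, 2 of mLN from germ-free (GF) mice, 3 of peripheral lymph nodes (pLN) from SPF mice and 2 of pLN from GF mice. Groups and replicate numbers were taken from the sample titles. According to the methods of the study, the GF mice were derived by caesarean section at another institution than that of the SPF mice and then kept in isolators at either institution. The facility of each library is not given by the labels, so facility and colony could not be separated from housing. In the methods of the study the GF mice are BALB/c, while SPF mice are listed on BALB/c and on another background. The background used for this assay is not stated there, so a strain difference between SPF and GF mice cannot be excluded. Its reporting summary states that 1 mLN GF and 1 pLN GF replicate were left out as outliers; they were not used here, and the spread of the GF groups is that of the replicates kept by the authors.

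The authors trimmed the reads, aligned them to the mouse genome GRCm38 with BSMAP and kept unique, properly paired and de-duplicated reads. They restricted the CpGs by coverage, smoothed the methylation along the genome with bsseq and searched each pair of groups for differentially methylated regions (DMRs), runs of neighbouring CpGs whose t-statistics lay beyond low and high quantiles. The quantiles were those of each comparison's own distribution, so this part of the stringency is relative to each comparison. Fixed limits on the number of CpGs, the gap between CpGs and the mean difference applied to all comparisons as well; in the authors' deposited tables the fewest CpGs per DMR were 3 and the smallest difference was 25.0 points. The deposited data held 4 tables of DMRs, for mLN against pLN in SPF mice (SPF location), mLN against pLN in GF mice (GF location), SPF against GF in mLN (mLN housing) and SPF against GF in pLN (pLN housing). Each row carried the authors' smoothed group means, their difference and the areaStat, a score that sums the t-statistics over the CpGs of a DMR. This score was used only to rank DMRs within a table. A further deposited table gave, for each CpG inside a DMR, the unsmoothed methylation of each library as a fraction of reads between 0 and 1. Signs in the deposited table of GF location were turned so that every location difference is mLN minus pLN; housing differences are SPF minus GF.

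The CpG table had 30879 rows for 24182 distinct CpGs. All 24182 positions were checked against the GRCm38 sequence and carried C followed by G, so coordinates are 1-based positions of the C on the forward strand. The study gives an average read number per sample, a coverage minimum and a figure of CpG coverage per sample. The number of reads behind each fraction was not used here, so no confidence interval for counting error is given. Short DMRs rest on few CpGs and are the least precise. Between 99.6% and 99.9% of the CpGs had a value in each library. The coverage minimum was the authors' and could not be varied; in its place, CpGs with a value in all 10 libraries (23850) were compared with CpGs that had a value in at least 1 library of each group (24158), the setting used for the reported values of each library. Replicates were compared for identity, and between 11.4% and 14.2% of the CpGs had identical values in a pair of replicates, so all libraries were kept as separate replicates.

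Fractions were multiplied by 100 and averaged over the CpGs of the CpG table inside each DMR, giving 1 value per library in percent. The CpG numbers given for named DMRs are those counted by the authors and can be lower. DMRs of all 4 tables that overlapped by at least 1 bp were merged into 1602 regions, and each CpG was counted once in a region. The rule by which the study counted non-overlapping DMRs is not stated in its methods, and the number of merged regions here is somewhat higher than its count. Each list was measured in the libraries that had played no part in calling it, with the sign taken from the authors' table and an exact permutation test over the splits of the libraries (two-sided). Regions were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes on the percent scale, Benjamini-Hochberg adjusted p under 0.05). The location and housing effects came from a model with both terms over all 10 libraries, the interaction from a model that added their product, and the GF location DMRs were also fitted in the 6 SPF libraries alone. Shares of variance were sums of squares over regions, with exact permutation of location within housing (120 arrangements) and of housing within location (100 arrangements), one-sided. Directions and distances to the nearest transcriptional start site (TSS) were compared with two-sided Fisher's exact tests at a distance of at most 2000 bp; DMRs are not independent replicates, so these p-values describe the lists. Python 3.11.15 with pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6 was used for all other steps. Genes, exons and UTRs at the named DMRs were taken from GENCODE vM21, and nearest genes from the authors' tables.

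The limma script was tested on simulated data, with 200 of 1602 regions changed by 25 percentage points and the spread taken from the libraries. It recovered 91.5% of the changed regions for location, 94% for housing, 86% in the 6 SPF libraries and 49% for the interaction, with between 6 and 11 false calls among the regions left unchanged. These shares hold for 200 changed regions and for housing changes of the same size in both nodes. With few changed regions the adjustment is stricter, which was not simulated.

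The tests of the report, the groups and the alternatives were fixed before the data were examined, and no alternative was added later. The tests of explanations in the closing section were planned after a look at the values. The alternatives were the median in place of the mean over CpGs, a log2 logit scale with 0.01 added to the fraction and to its complement, DMRs or regions with at least 5 CpGs (counted by the authors for the lists and in the CpG table for limma), an authors' mean difference of at least 0.35, autosomes only, CpGs with a value in all libraries, limma with a mean-variance trend, the replicate number as a block, other overlaps and distances, and leaving out each library in turn. The DMRs to be named were also fixed in advance: in each location table the 3 DMRs with the largest areaStat in each direction, in each housing table the 3 with the largest areaStat, and for 12 genes discussed in the study (Aldh1a2, Ptgis, Cxcl13, Gdf6, Sfrp5, Nkx2-3, Isl1, Hoxd1, Meis1, Meis2, Tcf4 and Foxn2) the DMR with the largest areaStat. A list of 69 imprinted genes was written from general knowledge after the housing DMRs had been seen. Accessibility and expression data of the study were not used here.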

Results

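Methylation was compared in non-endothelial stromal cells, the mesenchymal scaffold cells of lymph nodes, sorted for this assay, according to the methods of the study, as podoplanin-positive cells negative for CD45, CD31 and Ter119. The comparisons asked how far the methylation of these cells depends on the location of the node (gut-draining mLN against skin-draining pLN) and on the presence of microbiota (SPF against GF mice). The study cites earlier work in which the stromal subsets differed in proportion between mLN and pLN. It also warns that changes within subsets could be hidden in this mixed population. Location differences may therefore reflect the mixture of subsets as well as methylation within them, which was not tested here. The 10 libraries comprised 3 mLN SPF, 2 mLN GF, 3 pLN SPF and 2 pLN GF replicates. The mean methylation over the CpGs inside DMRs ranged from 48.2% in replicate 3 of pLN SPF to 52.2% in replicate 2 of mLN SPF. Of the 24182 CpGs, 24151 and 24147 had a value in these libraries. The read depth behind these values was not used here.

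The authors' deposited tables held 2132 DMRs. For location, 806 DMRs were listed in SPF mice and 1293 in GF mice in the authors' deposited tables. For housing, the authors' deposited tables listed 17 DMRs in mLN and 16 in pLN. In SPF mice, 473 location DMRs (58.7%) were more methylated in mLN and 333 less methylated, whereas in GF mice 604 (46.7%) were more methylated and 689 less methylated, per the authors' deposited tables. In the authors' deposited tables, the SPF location DMRs had a median of 15 CpGs and 856 bp, and the GF location DMRs a median of 7 CpGs and 425 bp. The longer GF list therefore covered less sequence, 684438 bp against 746457 bp. Raising the authors' difference to at least 0.35 moved these counts most, to 153 DMRs for SPF location, 237 for GF location and 1 for each housing comparison.

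DMRs less methylated in mLN lay near a TSS more often than DMRs more methylated in mLN. In the SPF location table, 86 of 333 less methylated DMRs (25.8%) and 63 of 473 more methylated DMRs (13.3%) were within 2000 bp of a TSS (odds ratio 2.27, two-sided Fisher's exact test p = 8.76e-06). The GF location table gave 171 of 689 (24.8%) and 79 of 604 (13.1%), with an odds ratio of 2.19 (two-sided Fisher's exact test p = 1.01e-07). Restricting the SPF table to DMRs with at least 5 CpGs moved its odds ratio most, to 2.10.

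The SPF and GF location lists rest on different libraries. Of the 806 SPF location DMRs, 448 (55.6%) overlapped a GF location DMR by at least 1 bp, and 520 of the 1293 GF location DMRs (40.2%) overlapped an SPF one. The overlapping DMRs formed 524 pairs, and in all 524 the direction was the same. A difference of at least 0.35 in both lists moved the number of shared SPF location DMRs most, to 112 of 153.

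To ask whether the location differences were present in mice that had played no part in the call, each list was measured in the other housing condition. In the DMRs called more methylated in mLN of SPF mice, the GF libraries had a mean methylation of 67.3% ± 0.32 (SD, n = 2) in mLN and 37.5% ± 0.59 (SD, n = 2) in pLN. In those called less methylated, the GF libraries had 33% ± 1.01 (SD, n = 2) in mLN and 66.7% ± 0.097 (SD, n = 2) in pLN. The mean difference in the authors' direction over the 806 DMRs was 31.4 percentage points in GF mice, far above the pooled SD of 0.318 points between replicates. The exact permutation test gave p = 0.33, the smallest value that 2 against 2 libraries allow. The authors' sign was present in 786 of the 806 DMRs, and 558 (69.2%) reached 25 points. The stricter difference of 0.35 moved this mean most, to 46.6 points over 153 DMRs.

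The 1293 GF location DMRs had a mean difference of 27.3 points in SPF mice (pooled SD 1.43 points; exact permutation p = 0.1, the smallest value that 3 against 3 libraries allow). The authors' sign was present in 1263 of them (97.7%), and 700 (54.1%) reached 25 points. In DMRs called more methylated in mLN of GF mice, the SPF libraries had 66.8% ± 1.88 (SD, n = 3) in mLN and 37.1% ± 1.02 (SD, n = 3) in pLN. In those called less methylated, they had 36.6% ± 2.52 (SD, n = 3) and 61.8% ± 0.69 (SD, n = 3). The 773 GF location DMRs without an overlapping SPF DMR still differed by 20.9 points in SPF mice, with the authors' sign in 746 of them (96.5%). The 358 SPF location DMRs without an overlapping GF DMR differed by 24.4 points in GF mice, with the authors' sign in 340 (95%).

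**Figure D1:**
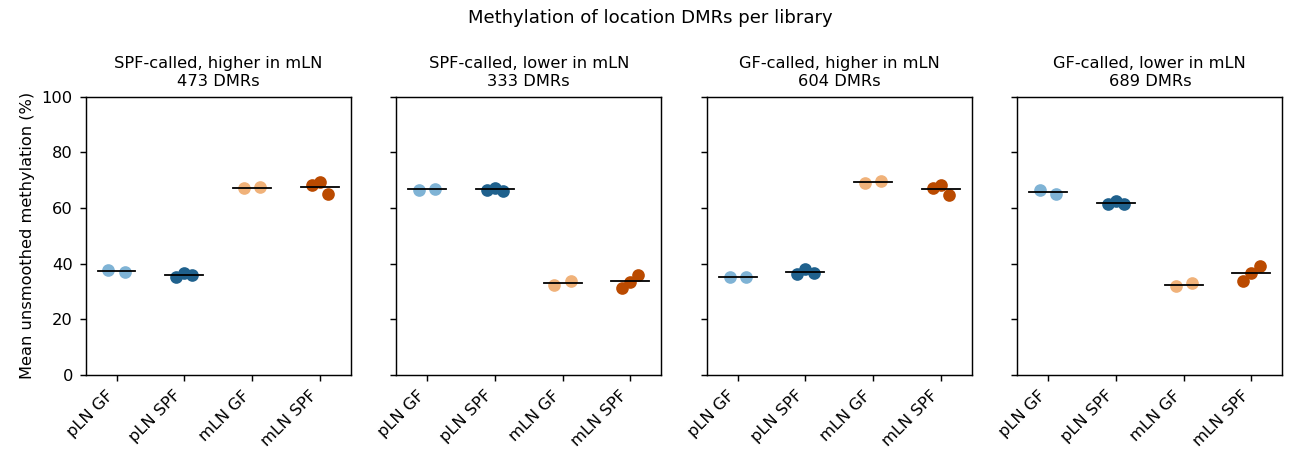
Mean unsmoothed methylation in percent (y axis) of location DMRs per library, by group (x axis), for DMRs called in SPF or in GF mice and by direction; points are libraries and lines are group means. In each panel all 5 mLN libraries lie apart from all 5 pLN libraries, and replicate 3 of mLN SPF (65.2% and 36.1% in the panels of SPF-called DMRs) lies closest to pLN among the mLN SPF libraries.

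In the 6 SPF libraries, limma called a location effect in 1066 of the 1293 GF location DMRs (82.4%; adjusted p under 0.05), with 519 higher and 547 lower in mLN. Of these, 1065 had the direction of the GF table and 1 had the opposite direction. The median size of the difference over all 1293 DMRs was 26.4 points, with a median standard error of 5.16 points. Restriction to DMRs with at least 5 CpGs in the CpG table moved the count most, to 914 of 1018. Over the merged regions and all 10 libraries, limma called a location effect in 1443 of 1602 regions (90.1%), 720 higher and 723 lower in mLN. The median size was 27.6 points with a median standard error of 3.80 points. These regions were selected on the same libraries, so this count describes them and is not independent evidence. Restriction to regions with at least 5 CpGs moved it most, to 1256 of 1314.

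In the same model, limma called 0 of the 1602 regions for housing, with a smallest adjusted p of 0.773. Leaving out replicate 1 of mLN GF moved this value most, to an adjusted p of 0.0786 by limma, still with 0 regions called and 72 at an unadjusted p under 0.05. An unadjusted p under 0.05 was reached by 72 regions, against 80.1 that chance would give. The median housing difference was 2.75 points, below its median standard error of 3.88 points. This model averages the housing effect over both nodes, so an effect confined to mLN or to pLN is diluted. At the DMR of Blcap, SPF minus GF was 30.9 points in mLN and -2.08 points in pLN, but 14.4 points in the model. Housing was not fitted by limma within each node. Among the 33 regions that held a housing DMR, tested apart, limma called 1 region when the adjustment was made over these 33 alone (adjusted p 0.0473); they were selected on these libraries for that contrast. The location by housing interaction was tested in the 444 regions that held a location DMR of both SPF and GF mice. Limma called 0 of the 444 regions, with 14 at an unadjusted p under 0.05 against 22.2 by chance and a smallest adjusted p of 0.658. The median interaction was 4.46 points with a median standard error of 6.35 points, so small interactions were not detectable. Larger ones could be missed as well, since the simulation recovered 49% of interactions of 25 points. The 444 regions passed for location in both housing conditions with the same direction, which selects against an interaction. A count below chance therefore carries no information on the absence of an interaction. Over all 1602 regions, where selection in 1 housing condition acts the other way, 141 had an unadjusted p under 0.05 against 80.1 by chance and limma called 0.

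Location accounted for 84.2% of the variance over the 1602 regions (exact permutation p = 0.0167, one-sided, the smallest value the 120 arrangements allow), a share raised by the selection of the regions. Housing accounted for 1.92% (exact permutation p = 0.56, one-sided, 100 arrangements), where the median over the arrangements was 1.94%. The interaction accounted for 2.59% and the spread between replicates for 11.3%, or 1.89% per degree of freedom. Scaling each region to unit variance moved the location share most, to 76.3%.

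The housing DMRs were measured in the other node in the same way. The 17 mLN housing DMRs differed by 0.655 points in the authors' direction in pLN (pooled SD 3.38 points; exact permutation p = 0.9, where 0.1 is the smallest possible), with the authors' sign in 8 of 17. The median over CpGs turned this value to -0.151 points, and a difference of at least 0.35, which left 1 DMR, moved it most, to 11.1 points (pooled SD 8.53 points; exact permutation p = 0.3). The 16 pLN housing DMRs differed by 2.15 points in mLN (pooled SD 2.65 points; exact permutation p = 0.6), with the authors' sign in 10 of 16. A difference of at least 0.35, which left the DMR of Fam63a alone, moved this value most, to 12.2 points (pooled SD 6.71 points; exact permutation p = 0.2). None of the 33 reached 25 points in the other node. Over the whole lists, neither difference was larger than the spread between replicates. The 8 pLN housing DMRs more methylated in SPF mice had 74.2% ± 2.86 (SD, n = 3) in mLN SPF and 68.5% ± 2.72 (SD, n = 2) in mLN GF. The 8 less methylated ones went against the authors' direction, with 44.1% ± 3.53 (SD, n = 3) and 42.8% ± 3.19 (SD, n = 2). Leaving out replicate 1 of pLN GF changed the value for mLN housing DMRs to -2.70 points and leaving out replicate 2 of pLN GF changed it to 4.00 points.

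The authors' differences come from smoothed methylation, so each list was also measured in the unsmoothed values of the groups that had been compared. The unsmoothed means also cover CpGs inside the DMRs that the authors had not counted. The authors counted 89.8% of the CpGs inside SPF location DMRs and 74.8% inside GF location DMRs. For mLN housing DMRs they counted 109 of 206 (52.9%), and for pLN housing DMRs 84 of 99 (84.8%). The values therefore differ in their CpGs as well as in smoothing, most of all in the mLN housing list. At least 25 points were reached by 634 of 806 SPF location DMRs (78.7%) and 993 of 1293 GF location DMRs (76.8%), but by 4 of 17 mLN housing DMRs (23.5%) and 2 of 16 pLN housing DMRs (12.5%). The authors' sign was present in 98.9%, 98.8%, 76.5% and 100% of the DMRs of these lists. For mLN housing DMRs the mean difference was 13.9 points unsmoothed against 27.9 points in the authors' deposited table, and for pLN housing DMRs 14.9 against 28.5 points. For SPF location the corresponding values were 32.2 against 31.1 points in the authors' deposited table. A threshold of 20 points raised the housing counts to 7 and 5. The count of 2 for pLN housing was 4 without replicate 3 of pLN SPF and 1 without replicate 1 of pLN GF.

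**Figure D2:**
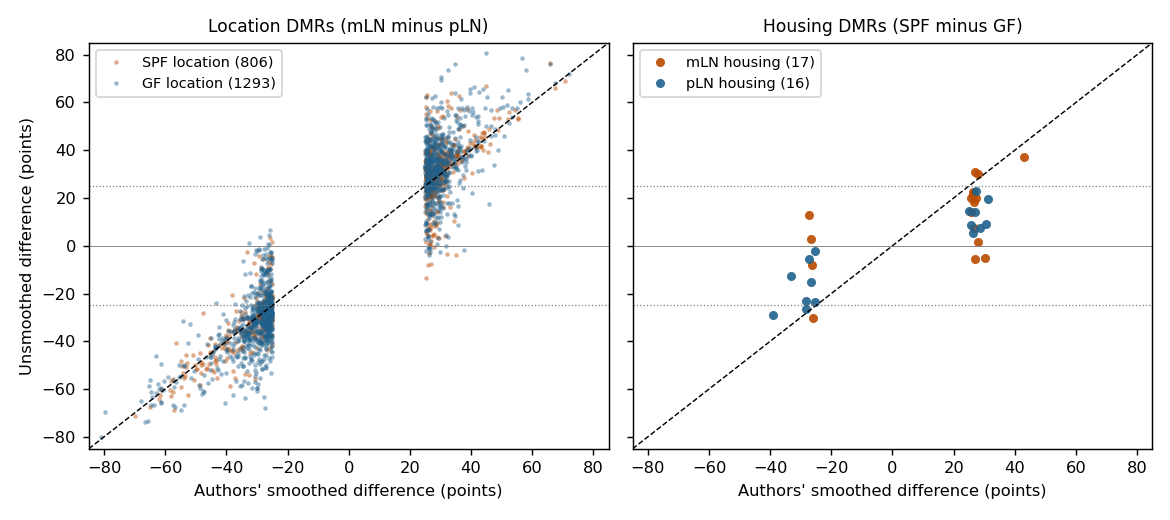
Unsmoothed difference (y axis, percentage points) against the authors' smoothed difference (x axis, percentage points) for location DMRs (left) and housing DMRs (right); each point is a DMR, the dashed line marks equality and the dotted lines mark 25 points. Most location DMRs scatter around equality, whereas 27 of the 33 housing DMRs fall between the dotted lines.

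The SPF location DMR with the largest areaStat lay at Hlx, which encodes a homeobox protein, and a DMR at Hlx was also among the 3 ranked highest of those less methylated in mLN of GF mice. The SPF location DMR spanned chromosome 1, 184726509 to 184728400 (GRCm38, 64 CpGs), and overlapped a coding exon and UTR of Hlx. Its methylation was 13.5% ± 4.58 (SD, n = 3) in mLN SPF, 76.4% ± 2.75 (SD, n = 3) in pLN SPF, 9.85% ± 2.98 (SD, n = 2) in mLN GF and 70.1% ± 3.15 (SD, n = 2) in pLN GF. The SPF DMR with the largest areaStat in the opposite direction lay on the same chromosome at 184715575 to 184718978 (91 CpGs) in an exon of the lincRNA 4930488B22Rik. It had 57.7% ± 4.28 (SD, n = 3) in mLN SPF, 27.4% ± 1.85 (SD, n = 3) in pLN SPF, 68.0% ± 2.84 (SD, n = 2) in mLN GF and 27.9% ± 4.43 (SD, n = 2) in pLN GF. A DMR of 4389 bp at chromosome 11, 19007297 to 19011685, overlapped an exon of the antisense RNA Gm16140 and a coding exon of Meis1. It had 17.8% ± 3.76 (SD, n = 3) in mLN SPF and 69.6% ± 3.15 (SD, n = 3) in pLN SPF. An intergenic DMR 1517 bp from Gm22646 (chromosome 19, 43619620 to 43620927) had the opposite direction, with 72.6% ± 3.41 (SD, n = 2) in mLN GF and 18.7% ± 3.0 (SD, n = 2) in pLN GF. Over the 12 DMRs ranked highest by areaStat, all 5 mLN libraries lay on 1 side of all 5 pLN libraries in each DMR. These DMRs were selected for this contrast on 6 or 4 of the same 10 libraries, so the separation of those libraries is not independent evidence. Differences in the groups that had been compared ranged from 27 to 62.9 points and those in the other housing condition from 26.2 to 64.7 points. The remaining DMRs among these 12 were nearest to Gm23272 (in both lists), Mab21l1, Ppp1r12a, Shox2, Gm14205 and Nxpe3.

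**Figure D3:**
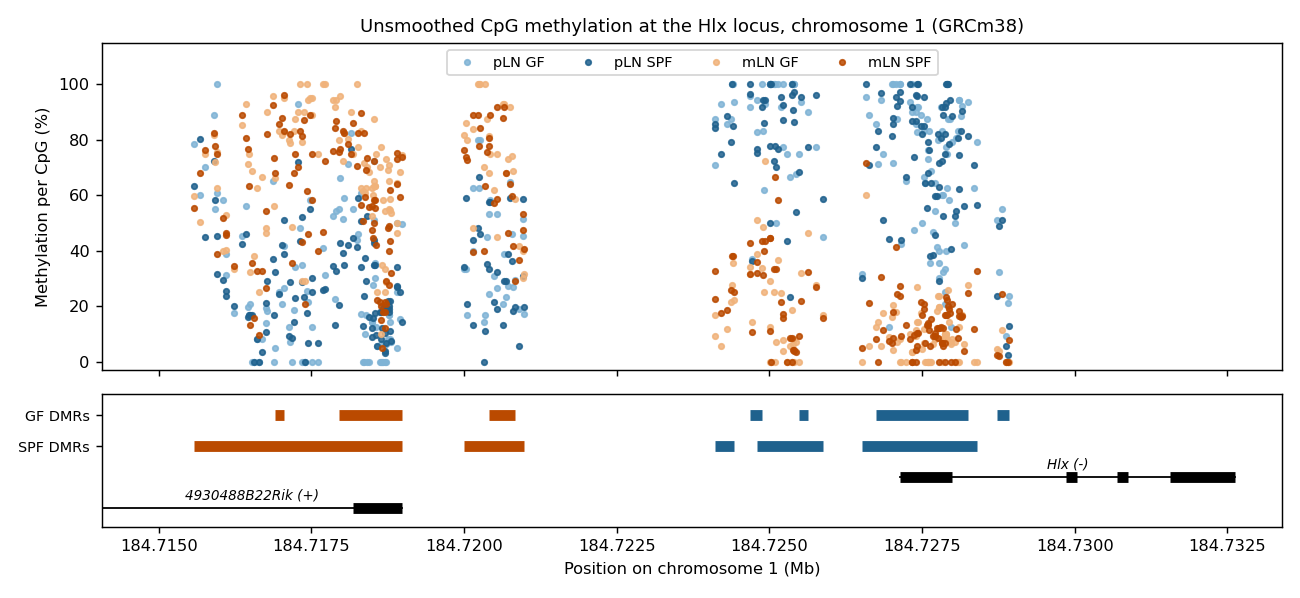
Unsmoothed methylation in percent (y axis) of each CpG inside a DMR at the Hlx locus, by position on chromosome 1 in Mb (x axis); points are group means, and the lower panel shows GENCODE genes (thick for exons) and the location DMRs, orange where mLN is more methylated and blue where it is less methylated. The DMR at Hlx has 13.5% in mLN SPF against 76.4% in pLN SPF, and the DMR at 4930488B22Rik has 57.7% against 27.4%.

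All 12 genes of the list taken from the study had a location DMR, 7 less and 5 more methylated in mLN. The study chose this list on these samples, so it is not independent evidence. By limma, 12 of 12 were called adjusted over the list alone and 12 of 12 adjusted over all regions. The DMR 124 bp from Nkx2-3 (chromosome 19, 43611021 to 43612199, intergenic, 27 CpGs) had 5.55% ± 1.28 (SD, n = 3) in mLN SPF, 35.7% ± 4.40 (SD, n = 3) in pLN SPF, 4.29% ± 1.93 (SD, n = 2) in mLN GF and 35.6% ± 0.89 (SD, n = 2) in pLN GF. The intronic DMR of Aldh1a2 (chromosome 9, 71217903 to 71218181, 5 CpGs), called in GF mice, had 46.9% ± 12.3 (SD, n = 2) in mLN GF and 76.9% ± 7.74 (SD, n = 2) in pLN GF. The DMR in a coding exon of Cxcl13 (chromosome 5, 95958276 to 95959448, 11 CpGs) had 71.9% ± 4.21 (SD, n = 3) in mLN SPF and 38.6% ± 5.23 (SD, n = 3) in pLN SPF. Ptgis stood apart from the other 11 genes. Its intronic DMR (chromosome 2, 167231695 to 167232365, 11 CpGs) had 36.5% ± 10.9 (SD, n = 3) in mLN SPF and 64.7% ± 7.63 (SD, n = 3) in pLN SPF, but 58.5% ± 9.22 (SD, n = 2) in mLN GF and 59.8% ± 2.83 (SD, n = 2) in pLN GF. The interaction at this region had an adjusted p of 0.466 by limma over all 1602 regions (unadjusted p 0.017), so a difference between SPF and GF mice was not shown. For 11 of the 12 genes, Ptgis being the exception, all mLN libraries lay apart from all pLN libraries.

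**Figure D4:**
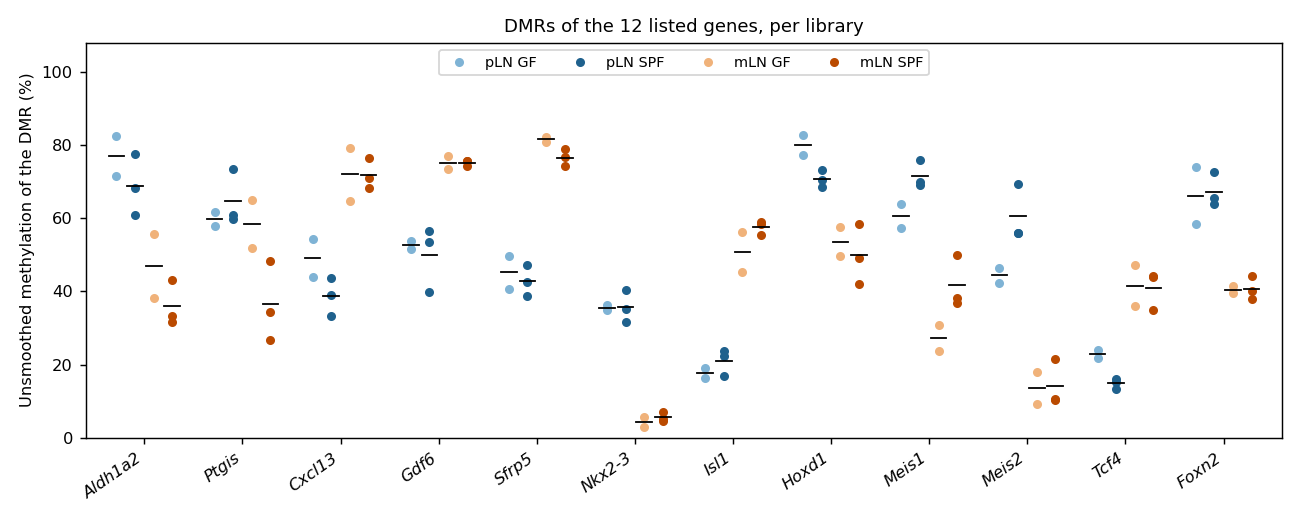
Unsmoothed methylation in percent (y axis) of the DMR of each of the 12 listed genes (x axis); points are libraries and lines are group means. The mLN and pLN libraries lie apart for all genes but Ptgis, whose mLN GF mean of 58.5% is close to the pLN GF mean of 59.8%.

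Among the housing DMRs with the largest areaStat, the DMR at the TSS of Fam63a (Mindy1 in GENCODE, UTR; chromosome 3, 95283300 to 95283791, 28 CpGs), called in pLN, had 0.0617% ± 0.107 (SD, n = 3) in pLN SPF and 29.2% ± 8.30 (SD, n = 2) in pLN GF. In mLN, which had not been used for the call, it had 3.34% ± 4.69 (SD, n = 3) in SPF and 15.5% ± 9.55 (SD, n = 2) in GF mice (exact permutation p = 0.2, where 0.1 is the smallest possible). The pLN difference rested on 2 GF libraries of unequal level, and SPF minus GF was -23.3 or -35 points with either alone. The intronic DMR of Blcap (chromosome 2, 157559186 to 157559825, 16 CpGs), called in mLN, had 69.5% ± 11.5 (SD, n = 3) in mLN SPF and 38.6% ± 5.42 (SD, n = 2) in mLN GF, against 43.5% ± 4.71 (SD, n = 3) in pLN SPF and 45.6% ± 7.47 (SD, n = 2) in pLN GF. The intronic DMR of Wt1 (chromosome 2, 105132426 to 105132672, 16 CpGs) had 16.4% ± 12 (SD, n = 3) in mLN SPF and 46.8% ± 5.31 (SD, n = 2) in mLN GF, while the pLN GF libraries had an SD of 27.7 points. The remaining DMRs of this set were nearest to Gm8093, BC021614 and Stim2. At the intergenic DMR nearest to Stim2 the unsmoothed values, 78.8% ± 8.46 (SD, n = 3) in pLN SPF and 70.3% ± 6.91 (SD, n = 2) in pLN GF, differed by about the spread between replicates, while mLN, which had not been used for the call, had a larger difference of the same sign, with 74.7% ± 7.77 (SD, n = 3) in SPF and 60.6% ± 6.91 (SD, n = 2) in GF mice. By limma over all 1602 regions, 0 of these 6 DMRs had a housing effect; Fam63a was the region called when the adjustment was made over the 33 regions with a housing DMR alone (-20.7 points, adjusted p 0.0473 by limma), which were selected for this contrast.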

Values the study reported

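The study reported 1532 non-overlapping DMRs across its pairwise comparisons. It reported 16 commensal-dependent DMRs in pLN and 17 in mLN.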

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

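Of the tests in this part, those of the shares themselves, of the signs and of the change by direction were chosen only after the result was seen.

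The share of location DMRs more methylated in mLN was 58.7% in the SPF list and 46.7% in the GF list, a difference of 12 percentage points between the housing conditions under the same contrast (two-sided Fisher's exact test p = 1.13e-07, odds ratio 1.62). DMRs are not independent replicates, so this p-value describes the lists. The excess of DMRs less methylated in mLN sat in the 773 DMRs of the GF list alone, of which 41.1% were more methylated in mLN, against 55.0% of the 520 in regions called in both. Opposite location differences in SPF and GF mice are argued against, since 96.5% of the DMRs of the GF list alone had the same sign in SPF mice. The shorter GF DMRs are not the whole cause either, because the odds ratio stratified by CpG number was 1.53 (permutation p = 3e-05, 100000 permutations); the share was 58.7% against 46% in DMRs of 3 to 4 CpGs and 59.7% against 54.8% in those of 20 CpGs or more. An unequal change of the location difference by direction stays open. In regions called in both, the difference in GF mice exceeded that in SPF mice by 3.28 points where mLN was less methylated and by 1.38 points where it was more methylated, and the gap of 1.90 points had a p of 0.25 in an exact permutation test of 100 arrangements. By the criterion written for this test a gap within that spread counts against the explanation, but with 2 and 3 libraries per group it does not exclude a gap of this size. The quantile thresholds set within each comparison, the authors' coverage filter and the smaller number of GF libraries were not tested and may contribute; so may a biological difference between SPF and GF mice.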

How the results depend on the processing

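The directions of the location results held under every alternative run. The mean difference of SPF location DMRs in GF mice lay between 31.4 and 46.6 points under the alternatives that kept all libraries, and from 31.2 to 31.7 points across the 4 fits that each left out one replicate. That of GF location DMRs in SPF mice lay between 27.3 and 42.0 points, and from 26.6 to 28.5 points across the 6 fits that each left out one replicate. The count of merged regions with a location effect was from 1414 to 1442 and that of GF location DMRs called in SPF mice from 1003 to 1049 when one replicate was left out. Across the 10 fits that each left out one replicate, the location share of variance was from 81.4% to 85.1% and the housing share from 2.02% to 2.27%. The other alternatives gave location and housing shares of 76.3% and 3.02% with each region scaled to unit variance, 78.7% and 2.64% on the logit scale, and 84.8% and 1.72% without the regions that held a housing DMR. No region was called for housing or for the interaction in the fits that left out one replicate or under any other alternative run, with the exception of Fam63a when the adjustment was made over the 33 regions with a housing DMR alone; for the interaction, the fits without a GF replicate were not run, since they leave 1 library in a group. The smallest adjusted p by limma depended on single libraries. For housing it was 0.773 with all libraries, 0.0786 without replicate 1 of mLN GF and up to 0.999 without another library, and for the interaction it was 0.658 with all libraries and 0.0532 without replicate 2 of mLN SPF. The fits without replicate 1 of mLN GF and without replicate 2 of mLN SPF therefore came close to a call. The interaction over all 1602 regions had 141 regions at an unadjusted p under 0.05 against 80.1 by chance and 0 after adjustment; regions called in 1 housing condition alone are biased to a larger difference there.

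With an authors' difference of at least 0.35, the lists held 153 SPF location, 237 GF location, 1 mLN housing and 1 pLN housing DMRs, and 112 SPF location DMRs were shared with the GF list. With at least 5 CpGs, 6 mLN housing and 4 pLN housing DMRs were left. A reciprocal overlap of at least 50% left 254 shared DMRs. These counts fell by construction, since the filters on difference and CpG number remove DMRs and the reciprocal overlap, which removes none, is a stricter definition of sharing. A threshold of 20 points in the unsmoothed values gave 7 mLN housing and 5 pLN housing DMRs. The number of pLN housing DMRs that reached 25 points was from 1 to 4 across the fits that each left out one replicate, 4 without replicate 3 of pLN SPF and 1 without replicate 1 of pLN GF; that of mLN housing DMRs was from 3 to 5.

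The mean difference of mLN housing DMRs in pLN turned to -0.151 points with the median over CpGs and to -0.750 points without replicate 2 of pLN SPF; it changed sign as well without replicate 1 of pLN GF and ranged from -2.70 to 4.00 points across the 5 fits that each left out one replicate. The main value of 0.655 points was within the replicate spread, so its sign carries no information, and the cause was not tested. That of pLN housing DMRs in mLN ranged from 0.0604 to 4.24 points across the 5 fits that each left out one replicate. It was 7.84 points (pooled SD 6.95 points) in the 4 DMRs with at least 5 CpGs and 12.2 points (pooled SD 6.71 points) in the 1 DMR with a difference of at least 0.35, both above the replicate spread (exact permutation p = 0.4 and p = 0.2).

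Among the named DMRs, 19 of 30 moved by more than the spread between replicates with the median over CpGs, all 19 to a larger difference and none to the opposite sign. Of 156 values that left out 1 library, 4 moved by more than that spread, 2 to a larger and 2 to a smaller difference.

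The replicate numbers are shared between the groups. Deviations of same-numbered libraries from their group means had correlations across regions between -0.0371 and 0.0483, so no shared shift was seen. A pairing with a small shared effect is not excluded by these correlations. With the replicate number as a block, limma called 1439 merged regions for location, 0 for housing, 0 for the interaction and 1082 GF location DMRs in SPF mice.

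Of the 100 splits of the 10 libraries into 5 against 5 that were drawn from 126, 1 gave at least 1443 regions, the real one; the other 99 gave 0, partly because the location difference enters their residual spread. For housing, all 100 splits drawn from 210 into 4 against 6 gave at least as many regions as the 0 of the real split, which was fixed in advance, since no split can give fewer than 0. At an unadjusted p under 0.05, 59 of the 100 gave at least the 72 regions of the real split. For the GF location DMRs in SPF mice, 1 of the 10 splits of the 6 libraries gave as many calls, the real one, which is the lowest share this design allows. Since the number of reads per CpG was not used, small differences at single short DMRs were not weighed against counting error.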

Other observations

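The tests of the smoothed level, of replicate 3 of mLN SPF, of broken regions, of larger differences in GF mice, of sequence variants at Fam63a, of imprinted genes and of several DMRs at the same homeobox gene were chosen only after the result was seen.

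The housing DMRs kept part of their difference in the unsmoothed values, with means of 13.9 points in mLN and 14.9 points in pLN, and 6 of 33 (18.2%) reached 25 points. Their low number of CpGs is not the whole cause. Location DMRs drawn to the same numbers of CpGs reached 25 points in a median of 21 of 33 (95% of the draws between 16 and 26), and 0 of 10000 draws had as few as 6. In the housing DMRs the smoothed level lay 14.9 points away from the unsmoothed level on average, against 10.4 points in the matched location DMRs (95% of the draws between 7.74 and 13.4), and 9 of 33 were moved by over 20 points. At the DMR nearest to Tex24, chosen after its values were seen, the authors' deposited table gave 44.6% and 69.9%, whereas the unsmoothed group means were 4.06% and 6.11%. Smoothing that borrows from neighbouring CpGs is therefore a candidate explanation for part of the housing list. The unsmoothed values also include CpGs that the authors had not counted, which may contribute and was not tested apart. Regression to the mean in lists with few true differences would also lower the unsmoothed values and was not tested apart. A biological effect of housing stays open and was not tested.

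The absence of housing calls in the 1602 regions holds for regions selected mostly for location and for an effect averaged over both nodes. It does not exclude a few housing differences of moderate or large size, since differences of up to 27 points were present and not called; at Wt1 the housing effect was -23.4 points (adjusted p 0.846 by limma). Housing and the facility or colony of the germ-free mice cannot be told apart, as 0 libraries are known to separate them.

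The promoter of Fam63a differed with housing in both nodes in the same direction. The CpG table held 36 CpGs inside this DMR, where the authors counted 28. Of the 36 CpGs, 31 had a higher mean in GF than in SPF libraries (30 of 36 in mLN alone). A sequence variant at single CpGs is argued against by this spread over the region. The count bears on single CpGs only, and other genetic differences between the mice were not tested. An epigenetic difference between the colonies and an effect of the microbiota stay open, and in mLN alone the exact permutation p was 0.2.

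Of the 33 housing DMRs, 2 had an imprinted gene as the nearest gene (Blcap and Grb10), against 2 of 2099 location DMRs (two-sided Fisher's exact test p = 0.00137). Both genes had been seen before the list of 69 genes was written, so whether imprinted genes are over-represented cannot be told apart from a choice made on these data. If such loci were more variable between mice, small groups might list them by chance.

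Replicate 3 of mLN SPF was shifted towards pLN in the GF location DMRs, which were called without it. Relative to the other 2 mLN SPF libraries its methylation was shifted by -3.07 points in DMRs more methylated in mLN and by 3.71 points in those less methylated. Replicate 1 deviated in the other direction, away from pLN, by -8.80% of the location difference (0.607 and -3.85 points), so replicate 3 was the extreme of a spread among 3 libraries. An overall shift of the methylation level in replicate 3 is argued against by these opposite signs. The shift was 12% of the location difference, and 11.9%, 12.5% and 11.7% in DMRs of small, middle and large difference, which is consistent with pLN-like cells or DNA in the library. By direction the fraction was 10.0% where mLN was more methylated and 14% where it was less methylated (95% bootstrap interval of the gap -7.68 to -0.222). This interval leaves out 0, which by the criterion written for this test counts against a uniform admixture. A comparison with each library alone was added only after that result. Against replicate 1 alone these were 8.14% and 18.1%, and against replicate 2 alone 11.8% and 9.45%, so the order of the directions depended on the reference library and, against that criterion, a uniform admixture was left open. A different mixture of stromal subsets was not tested. Without this library the mean difference of GF location DMRs in SPF mice was 28.5 points in place of 27.3.

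The GF location list was 1.60 times as long as the SPF list. Broken-up regions are argued against, since merging DMRs across gaps of up to 5000 bp left 1013 GF and 615 SPF regions, a ratio of 1.65. Larger location differences in GF mice stay open. In the 444 regions called in both, the difference was 36.9 points in GF and 34.6 points in SPF mice, a gap of 2.22 points (exact permutation p = 0.21, 100 arrangements), and 0.793 points without replicate 3 of mLN SPF. By the criterion written for this test a gap within the spread of regrouped libraries counts against the explanation; it was left open because so few libraries do not exclude a gap of this size. The shift of that library may therefore account for part of the gap.

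DMRs less methylated in mLN had a homeobox gene as the nearest gene more often than those more methylated. The distance to that gene was not limited, and it was 230466 bp at the GF location DMR nearest to Shox2 that was named above. Whether the excess holds close to the genes was not tested. In the SPF list, the nearest gene was described as a homeobox gene in 49 of 333 (14.7%) against 14 of 473 (2.96%), with an odds ratio of 5.66 (two-sided Fisher's exact test p = 1.08e-09); in the GF list the odds ratio was 4.03. At the level of DMRs, CpG density is argued against as the cause. The odds ratio stratified by it was 5.72 in the SPF list and 4.02 in the GF list (permutation p = 1e-05 in both, the smallest value 100000 permutations can give). These permutations treated DMRs at the same gene as independent, and CpG density was not tested with each gene counted once. The Hox clusters are argued against as well, with an odds ratio of 5.54 without their genes in the SPF list and 3.89 in the GF list. Counting each gene once lowered the odds ratio, so several DMRs at the same gene may account for part of the difference. Emx2 alone had 12 less methylated DMRs in the SPF list and 9 in the GF list. With each gene counted once per direction the odds ratio was 2.56 in the SPF list (two-sided Fisher's exact test p = 0.041) and 2.27 in the GF list (two-sided Fisher's exact test p = 0.0548). The lists fell on different sides of 0.05, and that such a split leaves the explanation open was decided after both values were seen. Positional identity of the nodes is a biological hypothesis that was not tested.

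Opposite directions lay close together at Hlx and 4930488B22Rik, and at Nkx2-3 and Gm22646. Such pairs were rare. Of 374 pairs of neighbouring location regions within 20000 bp, 15 (4.01%) had opposite directions, against a median of 187 when the directions were shuffled (95% of the shuffles between 168 and 206; 0 of 10000 had as few). Directions placed at random along the genome are therefore argued against, with the boundary at Hlx among the few exceptions. Neighbouring DMRs may belong to larger domains that shift together, or may be parts of a single difference split by the authors' limit on gaps. The shuffle treated neighbouring regions as separate and cannot tell these apart.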
